A study of Drosophila melanogaster with 800 samples.

How the data were processed

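The samples were whole flies of 200 inbred lines of the fruit fly Drosophila melanogaster, from the DGRP, a reference panel of sequenced lines made from wild-caught females by 20 generations of mating between full sibs. Per the labels' protocols, mated flies of 3 to 5 days of age were reared at 25 °C and collected in pools of 25 females or 30 males. Each line and sex had 2 replicate pools, and each pool gave 1 library, for 800 libraries. Total RNA was depleted of ribosomal RNA and made into strand-specific libraries, which were combined at random into 50 pools of 16 and sequenced with single reads of 125 bp. The pool of each library is not used here, because the labels do not name it.

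The authors deposited log2 FPKM values per gene and library (FPKM is fragments scaled by exon length and library size). The lowest value of the table, -9.97, is the log2 of 0.001, so a pseudocount of 0.001 FPKM was already in the deposited values, and 29.6% of values sat at this floor. The aligner, the counting program and the genome build are not given in the sources used here. Of 35014 features, 17097 carried FBgn identifiers and 17917 carried XLOC identifiers. Symbols were matched by identifier for 16734 of the FBgn features. Chromosome arms came from the Ensembl annotation of assembly BDGP6.54, release 115, by the same identifiers. No coordinates are printed, since the build behind the values is not named, and XLOC features have no symbol or arm here. The authors also deposited a table of variant density per gene and line, and tables of female and male line means, all on a log2 scale. No column lacked a sample or a group.

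Depth was read from the low values. In 8537 features seen in 20% to 60% of libraries, 99.9% of values below 20 reads were whole multiples of 1 read within 0.05 reads. The absolute scale came from annotated exon lengths of 1878 of these features. It placed the library used as a scale at 23.1 M reads (megareads), with quartiles over features of 23.1 and 23.2 M. These depths are the denominators of the FPKM values and may differ from the number of reads sequenced.

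Values were tested on the deposited log2 scale, so differences of low genes depend on the pseudocount. Genes entered a test with a mean log2 FPKM of at least 0 in the sex concerned, in either sex for the sex difference and in both sexes for the interaction. The sex difference was tested with limma 3.58.1 in R 4.3.3 as the mean of 200 female-minus-male differences of line means, and genes were called at an adjusted p below 0.05 with a difference of at least 1 log2 unit. Variation between lines was tested within each sex by the ratio of the line mean square to the mean square between replicate libraries, with the residual variance moderated by limma. Broad-sense heritability was the line variance divided by the sum of line and error variance, negative line variance being set to 0. The line-by-sex interaction was tested against the mean square between replicates within line and sex, moderated in the same way. The cross-sex genetic correlation was the covariance of female and male line means divided by the root of the product of the line variances. All adjustments were Benjamini-Hochberg, and all tests other than the F tests and simulations were two-sided. Errors of medians are SDs over 100 bootstrap draws of the lines. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

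Sex bias by chromosome was tested with Fisher's exact test. Variant density was correlated with line means within each sex over the 200 lines, beside 100 shuffles of the lines. Co-expression was counted as gene pairs with an absolute Pearson r of at least 0.5 among the 1000 genes with the highest heritability, ranked by the lower of the values in the 2 sexes. The match of replicate libraries used the 1000 genes of highest heritability, chosen in 10 folds without the lines being matched. Single correlations across lines carry permutation p-values from 100000 permutations, the smallest of which is 1e-05. Gene lists were placed among 10000 random lists matched on mean expression in 20 bins. Line means of the genes of lowest cross-sex correlation were divided by k-means into 2 clusters, and the spread left within these was set against 1000 simulated normal clouds of the same covariance, a step added after seeing the data.

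The genes named were fixed by rule. They are the sex check genes that could be matched, the 4 largest differences in each direction with the same sign in every line, and the 5 genes of highest heritability in each sex with a mean log2 FPKM of at least 2. The rule also takes the 5 genes with the largest interaction variance and a mean of at least 2 in both sexes, the 3 lowest cross-sex correlations among genes with a heritability of at least 0.5 in both sexes, and the 3 strongest correlations with variant density in each direction in females, of which 1 is not reported here. The groups, tests, rule and most alternatives were set before the data were examined. The alternatives were other filters on low values, a pseudocount of 1 FPKM, median-centred libraries and leaving out each replicate. Rank-based tests, unmoderated variances, stricter thresholds and the authors' line means were further ones. The replicate number entered as a block for line variation and heritability, and as a pairing of the sexes for the sex difference and interaction. For the cross-sex correlation, differently numbered libraries of the sexes were set together. Alternatives chosen after seeing the data were the level of RpL39 as a covariate, leaving out lines with female-specific transcripts above 1% of the female level in a male library, another scale of variant density, and all alternatives of the gene lists.

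The tests were checked on simulated data with the real genes' spreads and 200 changed genes. The test of the sex difference, run on 15447 genes, recovered 198 changed genes with 0 false calls. The test of line variation recovered 189 with 4 false calls over 10931 genes in females and 198 with 10 false calls over 15017 genes in males. The interaction test recovered 184 with 8 false calls over 10501 genes. No pair of replicate libraries held identical values.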

Results

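The data comprised 800 RNA-seq libraries of whole flies from 200 inbred lines, with 2 replicate libraries for each of 400 combinations of line and sex. The depth behind the values ranged from 7.27 to 87.0 M reads (megareads) per library, with a median of 24.0 M. Female libraries had a median of 27.2 M reads and male libraries of 22.6 M. A median of 35.0% of features lay at the floor of the scale in female libraries and of 26.0% in male libraries.

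Replicate libraries were compared first. Across the genes tested in each sex, the correlation between replicate libraries of a line had a median of 0.957 in females and 0.957 in males, against 0.915 and 0.902 for libraries of different lines. These correlations are across genes, which are not independent replicates. After subtraction of the gene means, the most correlated library of the same sex was the other library of the same line for all 800 libraries over the 1000 genes of highest heritability. Over all tested genes this held for 793 libraries. Female and male profiles of a line were also each other's best match in 200 of 200 lines.

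The sex labels were checked with 10 genes fixed in advance, of which 9 were matched, and all 9 were called, both over all genes tested and adjusted over the list alone. The yolk protein gene Yp1 (FBgn0004045, X) averaged 12.34 ± 0.39 log2 FPKM (SD, n = 400) in female libraries and 0.66 ± 2.87 (SD, n = 400) in male libraries. The dosage compensation RNA lncRNA:roX1 (FBgn0019661, X) averaged 1.31 ± 0.73 (SD, n = 400) in females and 8.35 ± 0.18 (SD, n = 400) in males. The sex peptide gene SP (FBgn0003034, 3L), made in the male accessory gland, was at the floor in 219 female libraries and in 0 male libraries. For 6 of the 9 genes, all 400 libraries of the higher sex lay above all libraries of the other sex. The exceptions were Yp3 (398 of 400), Sxl (399 of 400) and msl-2 (182 of 400). Sxl (FBgn0264270, X) was higher in females by 1.41 ± 0.01 (SE, 200 lines) and msl-2 (FBgn0005616, 2L) had a female-minus-male difference of -1.15 ± 0.02 (SE, 200 lines), each with the same sign in 200 of 200 lines. The difference of msl-2 was -0.95 with a pseudocount of 1 FPKM and -0.61 with median-centred libraries, under the minimum of 1, so its call was lost under both.

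**Figure D1:**
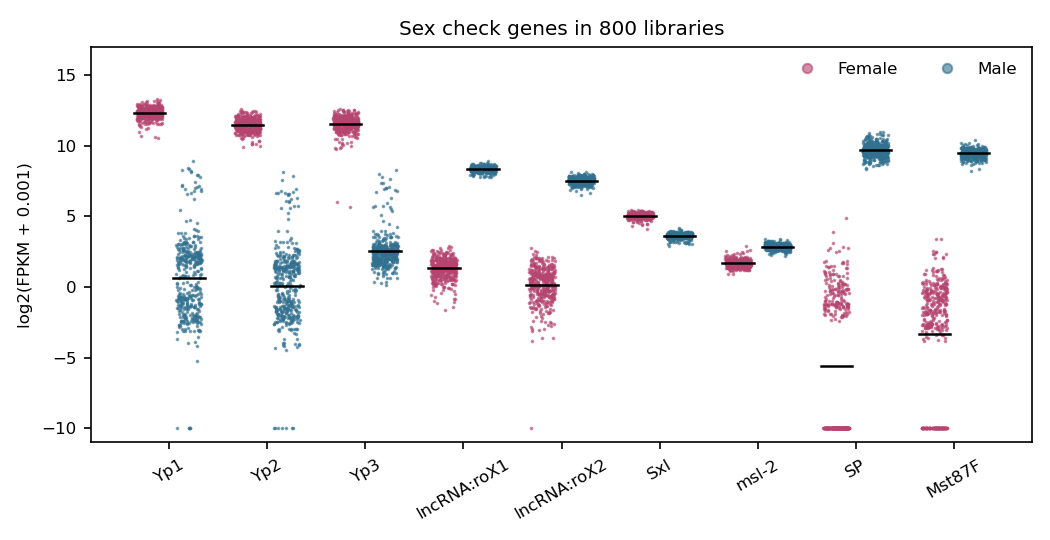
Values of 9 sex check genes on the log2(FPKM + 0.001) scale (vertical axis), with 1 point for each of 400 female and 400 male libraries per gene and a bar at each mean. The sexes are apart for Yp1, Yp2, both roX RNAs, SP and Mst87F, while msl-2 overlaps, with 182 male libraries above all female libraries.

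The first comparison asked which genes differ between females and males across lines. Of 15447 genes tested, 15180 (98.3%) had an adjusted p below 0.05 with limma. With the minimum of 1 log2 unit, 3215 genes were higher in females and 5749 in males. The difference had the same sign in every line for 2701 and 4126 of these genes. Median-centring the libraries changed the split most: 4738 genes were then higher in females and 4040 in males, so that the male-higher share went from 64.1% to 46.0%. The library medians over these genes differed by -0.54 log2 units, female minus male, and the median difference of the tested genes was -0.51. Differences of at least 5 log2 units were found for 241 female-higher and 2642 male-higher genes. XLOC features made up 61 of the female-higher and 1138 of the male-higher genes.

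The largest female-higher differences with the same sign in every line were those of eggshell genes. Vm34Ca (FBgn0003983, 2L) averaged 7.69 ± 0.56 (SD, n = 200 lines) in females and -6.46 ± 2.83 (SD, n = 200 lines) in males, a difference of 14.15 ± 0.21 (SE), with an adjusted p of 9.4e-140. Cp36 (FBgn0000359, X), Cp16 (FBgn0000356, 3L) and Vm26Aa (FBgn0003979, 2L) followed with 13.80, 13.80 and 13.67 log2 units. In males these genes had medians of 0 to 4.0 reads per library, and 35.5% to 60% of male libraries were at the floor, so the sizes depend on the pseudocount. For Cp36 and Cp16 the smallest difference between the sexes, 2.93 and 4.02 log2 units, was that of line 492. With a pseudocount of 1 FPKM the differences were 7.44 for Vm34Ca, 9.10 for Cp36, 8.28 for Cp16 and 6.71 for Vm26Aa, all below those of Yp1 (10.49) and Yp2 (9.99), so the order of the genes also depends on the pseudocount. The largest male-higher differences were those of CG44388 (FBgn0265538, 2R), with a female-minus-male difference of -15.96 ± 0.24 (SE, 200 lines; adjusted p 3.6e-138), CG43319 (FBgn0263024, 3R) with -15.62, CG42852 (FBgn0262099, 3L) with -15.41 and Met75Cb (FBgn0028415, 3L) with -15.40. Their means in males lay between 7.75 and 11.01, while 47.5% to 75.5% of female libraries were at the floor. With a pseudocount of 1 FPKM the differences were -8.25 for CG44388, -8.00 for CG43319, -10.23 for CG42852 and -7.54 for Met75Cb, and that of SP was -9.24, so the order changed here as well.

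Sex bias was then compared between the X chromosome and the autosomes. Of 1961 X-linked genes tested, 651 (33.2%) were female-higher, against 2430 of 10533 autosomal genes (23.1%), an odds ratio of 1.66 (Fisher's exact test, p = 1.3e-20, adjusted p over both directions 2.7e-20). Male-higher genes made up 28.6% of X-linked genes and 37.7% of autosomal genes, an odds ratio of 0.664 (Fisher's exact test, p = 9.8e-15, adjusted p 9.8e-15). The p-values describe the gene lists, since genes are not independent replicates. Across the alternatives tried, the log2 odds ratios kept their direction, and the one that moved most was the male-higher one with a minimum difference of 2, at -0.49 against -0.59.

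The second comparison asked how much expression varies between lines within each sex. Line variation was called for 10077 of 10931 genes tested in females (92.2%) and for 13452 of 15017 in males (89.6%). The median broad-sense heritability was 0.553 ± 0.022 (bootstrap SD over 200 lines) in females and 0.510 ± 0.011 (bootstrap SD over 200 lines) in males. Without a filter on low values the medians were 0.140 and 0.231. With the filter, FBgn features had medians of 0.580 in females and 0.562 in males, and XLOC features of 0.186 and 0.236. Among called genes, the median SD between lines was 0.22 log2 units in females and 0.26 in males, and the median SD between replicate libraries was 0.19 and 0.21. Heritability depended on level in both sexes. In females its median was 0.402 for genes with a mean log2 FPKM from 0 to under 2 0.596 from 2 to under 4, 0.580 from 4 to under 6 and 0.529 at 6 or more. In males it was 0.374, 0.494, 0.610 and 0.625 at the same levels. For the 10501 genes tested in both sexes, heritabilities in females and males had a Spearman rho of 0.706 across genes, which are not independent replicates. In these genes the median was 0.552 in females and 0.461 in males.

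**Figure D2:**
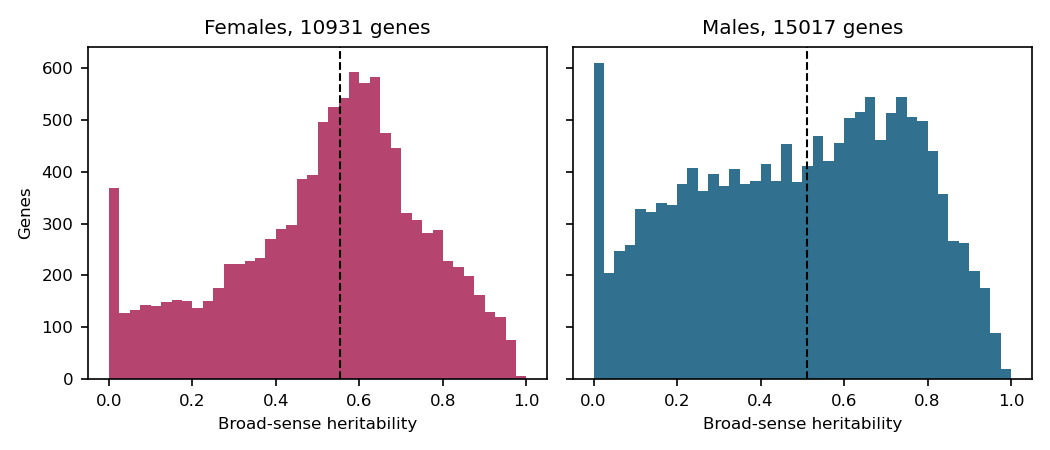
Number of genes (vertical axis) by broad-sense heritability (horizontal axis) for 10931 genes in females and 15017 genes in males, with dashed lines at the medians of 0.553 and 0.510. Genes with a line variance of 0 stand in the leftmost bar.

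Among genes with a mean log2 FPKM of at least 2, the highest heritabilities in females were those of Lime (FBgn0033458, 2R) with 0.986 ± 0.002 (bootstrap SD), lncRNA:CR40469 (FBgn0058469, X) with 0.986, GstD1 (FBgn0001149, 3R) with 0.983, Jon74E (FBgn0023197, 3L) with 0.979 and Naglu (FBgn0014417, 2L) with 0.975. Line means of lncRNA:CR40469 ranged from 2.36 to 12.96 log2 FPKM, against an SD of 0.36 between replicates. Line means of GstD1 in females ranged from -0.28 to 9.79, and GstD1 had a heritability of 0.985 in males. In males the highest values were those of Mst84Dc (FBgn0004174, 3R) with 0.986 ± 0.034 (bootstrap SD), GstD1, CG6834 (FBgn0037935, 3R) with 0.984, Lst (FBgn0034140, 2R) with 0.983 and CG11598 (FBgn0038067, 3R) with 0.982. Mst84Dc was at the floor in line 45, the only line with a mean below 0, and its heritability was 0.726 after a rank-based transform. The rank-based transform lowered the heritability of each of these genes.

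Lists of genes fixed in advance were placed among random lists matched on expression. The median heritability of cytochrome P450 genes was 0.869 ± 0.010 (bootstrap SD) for 70 genes in females and 0.869 ± 0.012 (bootstrap SD) for 78 genes in males, above all 10000 random lists. Glutathione S-transferase genes had 0.858 for 32 genes in females and 0.845 for 33 genes in males, also above all random lists. Antimicrobial peptide genes had 0.661 for 12 genes in females, at percentile 95.6, and 0.703 for 11 genes in males, at percentile 94.2. Ribosomal protein genes lay below all random lists, with a median of 0 for 79 genes in females and 0.199 ± 0.049 (bootstrap SD) for 86 genes in males. Their mean heritability was 0.0803 and 0.222. All tested genes of the first 3 lists were called in both sexes, over all genes tested and adjusted over the list alone. Of the ribosomal protein genes, 17 were called in females (16 adjusted over the list alone) and 58 in males (55 adjusted over the list alone).

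The next comparison asked whether the sex difference itself varies between lines. The interaction was called for 7968 of 10501 genes (75.9%). Its variance made up a median of 16.3% of the total of line, interaction and error variance. Among called genes, the median SD of the interaction was 0.13 log2 units. The alternative that moved the count most was no filter on low values, with 13719 genes called.

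The largest interaction variance among genes with a mean of at least 2 in both sexes was that of CG11034 (FBgn0031741, 2L), at 2.18 ± 0.37 (bootstrap SD; adjusted p 4.8e-162). Its female-minus-male difference ranged from -10.40 to 1.41 between lines, and it was female-higher in 101 lines and male-higher in 99. Sgp (FBgn0032055, 2L) had an interaction variance of 1.65 ± 0.15 (bootstrap SD; adjusted p 2.9e-97). Its line means had an SD of 2.05 in females and 0.43 in males (n = 200 lines), and it was male-higher in 200 of 200 lines. LysE (FBgn0004428, 3L) had a variance of 1.33 ± 0.17 (bootstrap SD; adjusted p 5.1e-90) and was female-higher in 94 lines and male-higher in 106. CecA1 (FBgn0000276, 3R) had 1.05 ± 0.28 (bootstrap SD; adjusted p 1.9e-17) and was male-higher in 200 lines. CG43134 (FBgn0262608, X) had 0.90 ± 0.19 (bootstrap SD; adjusted p 5.2e-85) and was female-higher in 200 lines, by less than 1 log2 unit in 6 of them. With a pseudocount of 1 FPKM the variance was 0.522 for CG11034, 1.05 for Sgp, 0.936 for LysE, 0.586 for CecA1 and 0.788 for CG43134. At the floor were 2 female libraries for CG11034 and 6 for CecA1.

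The cross-sex genetic correlation asks how far the same line differences appear in both sexes. Over the 8939 genes called for line variation in both sexes its median was 0.671 ± 0.017 (bootstrap SD over 200 lines). It was 0.751 in 5091 genes with a sex difference below 1 log2 unit and 0.515 in the 3848 others. It was at least 0.9 in 1764 genes (19.7%) and below 0 in 155 (1.73%). The plain Pearson correlation of line means, which error lowers, had a median of 0.412 and was the alternative farthest from the estimate. The estimate also fell by more than its SD with median-centring and with differently numbered libraries of the sexes set together. It rose by more than its SD with either replicate number alone. Conditions shared by same-numbered female and male pools would add to the estimate, so it need not be genetic alone.

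**Figure D3:**
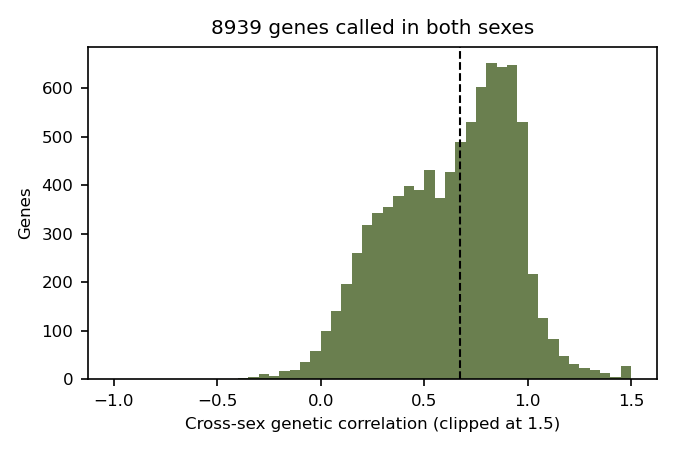
Number of genes (vertical axis) by cross-sex genetic correlation (horizontal axis, values above 1.5 drawn at 1.5) for 8939 genes called in both sexes, with a dashed line at the median of 0.671. Estimates above 1 can arise because the covariance and the line variances in the denominator are estimated with error.

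Of 4118 genes with a heritability of at least 0.5 in both sexes, CG43107 (FBgn0262567, 2R) had the lowest cross-sex correlation, -0.623 ± 0.089 (bootstrap SD). Its line means fell into a pair of clusters. The spread left within these was 39.1% of the total, against a median of 50.8% when single normal clouds were divided in the same way (n = 200 lines, simulation p = 0.001, the smallest that 1000 simulations can give). In 134 lines the gene averaged 4.28 ± 0.27 (SD, n = 134) in females and 3.66 ± 0.24 (SD, n = 134) in males, and in 66 lines it averaged 4.92 ± 0.31 (SD, n = 66) and 2.80 ± 0.33 (SD, n = 66). Within the larger cluster r was 0.196 (permutation p = 0.0227), rho 0.126 (permutation p = 0.145) and r without the 2 farthest lines 0.163. Within the smaller one r was 0.20 (permutation p = 0.106), rho -0.00545 (permutation p = 0.965) and r without the 2 farthest lines -0.0292. Single normal clouds divided in the same way gave a median r of -0.0809 in the larger and -0.0767 in the smaller part, with upper limits of the central 95% of simulations at 0.115 and 0.127. Such a division by itself thus takes away most of a negative r, but the values of r in both clusters lay above these limits, in the smaller one only with the 2 farthest lines. Art3 (FBgn0038306, 3R) had a cross-sex correlation of -0.345 ± 0.086 (bootstrap SD), and its lines formed clusters, with 22 lines at a mean of 4.05 ± 0.38 (SD, n = 22) in males, against 3.08 ± 0.20 (SD, n = 178) in the others (simulation p of the clusters 0.0190). The correlation of its line means over all lines was negative by Pearson's r and near 0 by rank. These 2 values are not given because of the clusters, and the cross-sex correlation of -0.345 is pooled over the same clusters. In those 178 lines r was 0.283 (permutation p = 0.00011) and rho 0.305 (permutation p = 6e-05), and leaving out the 2 lines farthest from the female median gave r of 0.299. In the 22 lines r was 0.335 (permutation p = 0.125), rho 0.170 (permutation p = 0.446) and r without the 2 farthest 0.112. CG5466 (FBgn0038815, 3R) had -0.291 ± 0.085 (bootstrap SD). Its line means were not told apart from a single cloud (simulation p = 0.244), with r of -0.240 (permutation p = 0.0006), rho of -0.308 (permutation p = 1e-05) and r of -0.280 without the 2 farthest lines. With the RpL39 level, a possible marker of library batch, removed, r was -0.250. Dividing its lines into 2 groups in the same way gave r of 0.0232 (permutation p = 0.813) over 105 lines and 0.457 (permutation p = 1e-05) over 95 lines. Divided single clouds gave medians of 0.235 and 0.244 for CG5466 and of 0.198 and 0.196 for Art3. The upper limits of the central 95% were 0.420 and 0.440 for CG5466 and 0.387 and 0.394 for Art3. The r of the smaller group of CG5466 lay above its limit and that of the larger group below. In both groups of Art3 r lay below the limit. The simulated parts were not matched in size to the real groups, which matters most for the 178 and 22 lines of Art3. What such a division alone gives is thus not known for Art3, and no conclusion is drawn. Adjusted over these 6 groups of lines, the permutation p of r was 0.0454 and 0.15 for CG43107, 0.00033 and 0.15 for Art3, and 0.813 and 6e-05 for CG5466, in the order larger and smaller group. The permutation p-values within groups test r against 0 and not against the r that a division alone gives. The 3 genes were selected as the lowest of 4118, and the clusters were looked for after the values were seen.

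**Figure D4:**
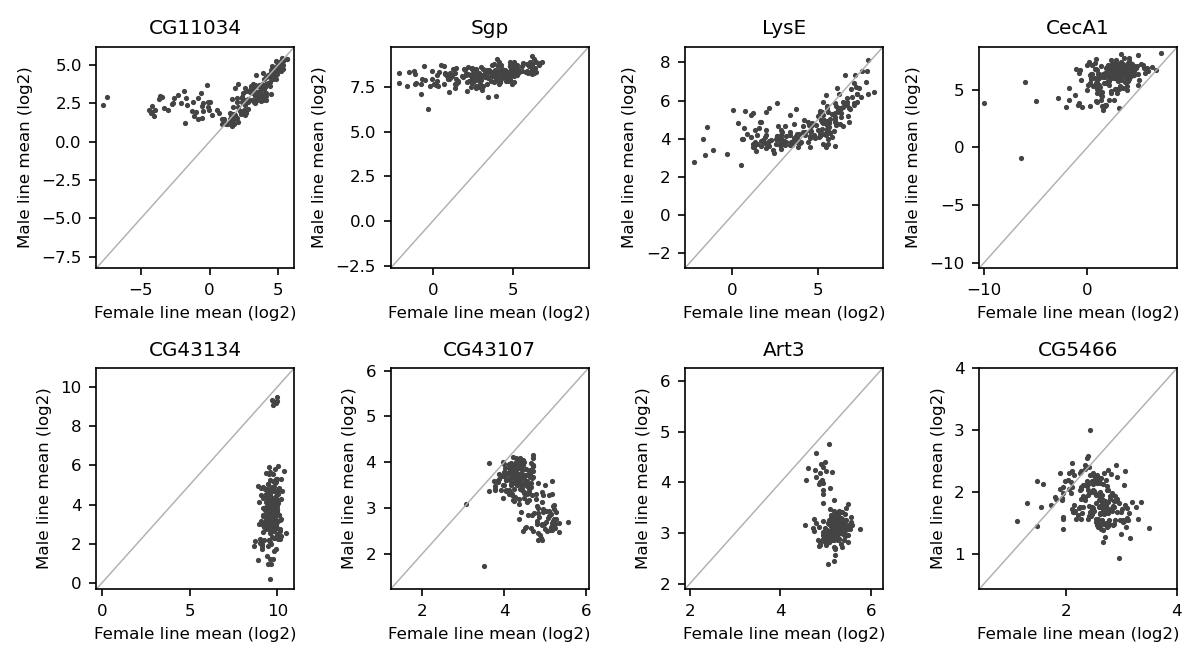
Male line mean (vertical axes) against female line mean (horizontal axes), both in log2 FPKM, for the 5 genes of largest interaction variance and the 3 genes of lowest cross-sex correlation, with 1 point per line (200 per gene) and a grey line of equality. CG43107 and Art3 show separate groups of lines, and 6 lines of CG43134 lie near equality.

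Variant density was set against expression across lines. Densities here are from the authors' deposited table, where 28.7% of values lay at the floor of the log2 scale, which stands for no variants. The counts of correlations below thus do not separate the presence of variants from their density. In females 1216 genes had a negative and 856 a positive correlation at an adjusted p below 0.05, of 10638 tested. In males 2196 were negative and 1408 positive, of 14488 tested. After 100 shuffles of the lines, at most 10 genes were called in females and 11 in males. The authors' line means, used in place of plain means, gave 0 calls in either sex, over 9534 genes in females and 12419 in males, and 0 genes at an unadjusted p below 0.05 by the same correlation test over 200 lines. The highest absolute correlation of the authors' deposited table of line means with variant density was 0.0578 in females and 0.0463 in males.

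The strongest correlations in females often rested on few lines. That of snoRNA:Psi28S-1192b (FBgn0083000, X) rested on the 1 line with a variant in the authors' deposited table, which was at the floor. XLOC_026978 averaged -5.62 ± 1.32 (SD, n = 4 lines) without variants and 0.57 ± 0.34 (SD, n = 196 lines) with variants, and within the latter r was -0.0208 (permutation p = 0.773) and rho 0.00424 (permutation p = 0.953). Likewise asRNA:CR45143 (FBgn0266636, 2R) averaged -2.63 ± 2.55 (SD, n = 34 lines) without and 0.98 ± 0.58 (SD, n = 166 lines) with variants, with r of -0.0240 (permutation p = 0.76) and rho of -0.0663 (permutation p = 0.399) in the latter. CG4338 (FBgn0038313, 3R) averaged 5.22 ± 0.35 (SD, n = 95 lines) without and 4.53 ± 0.23 (SD, n = 105 lines) with variants. Within the latter r was -0.310 (permutation p = 0.00217), rho -0.134 (permutation p = 0.172) and r without the 2 farthest lines -0.122, so the relation there rested on those lines. For CG34232 (FBgn0085261, 2R), with variants in all lines, r was -0.809 (permutation p = 1e-05), rho -0.789 (permutation p = 1e-05), and r without the 2 farthest lines -0.824. The adjusted p over all genes was 5.7e-44 for CG34232 over all 200 lines. A p of 1e-05 is the smallest the permutations can give.

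Co-expression was counted among the 1000 genes of highest heritability in both sexes. Of 499500 pairs, 547 ± 133 (bootstrap SD) reached an absolute r of 0.5 in females and 654 ± 95 (bootstrap SD) in males, against at most 45 and 52 after shuffling. Nearly all were positive, 536 in females and 637 in males. Of the female pairs, 63.4% ± 4.6 (bootstrap SD) passed with the same sign in males. Spearman correlation moved the female count most among the other measures at the same limit, to 1097.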

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

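Scaling to unit spread was chosen before the data were seen but its reading as a test was set only after the result was seen, and the tests with the RpL39 covariate and without lines with female-specific transcripts in a male library were chosen after seeing the data.

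The line-by-sex interaction was singled out because the effect of line differed between the sexes by its own test, for 7968 of 10501 genes. Several technical explanations were weighed. Scaling each sex to unit spread of line means left 7715 calls, of which 7664 were shared with the original ones, which argues against unequal spread as the whole cause. Leaving out 20 lines with female-specific transcripts above 1% of the female level in a male library, whatever their source, left 7898 calls. A pseudocount of 1 FPKM gave 8112 calls, which argues against the floor as the cause of the number of calls but not against a role in single genes. The RpL39 level as a covariate gave 8439. This argues against a batch marked by this gene, which no label names, as the whole cause. Differences in rearing or handling shared by both pools of one sex and line, and any sex-specific effect of genotype, stay open, since the test takes in only the variation between these pools.

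The same test singled out the 5 genes named for it, with interaction variances of 2.18 (CG11034), 1.65 (Sgp), 1.33 (LysE), 1.05 (CecA1) and 0.90 (CG43134). Their line means had SDs in females and males of 2.68 and 1.17 (CG11034), 2.05 and 0.43 (Sgp) and 2.20 and 0.99 (LysE). For CecA1 these were 2.16 and 1.17, and for CG43134 0.32 and 1.44. Unequal spread by itself adds to an interaction variance. It was not tested for single genes and stays open as a part of these values. The lowest mean was 121 reads per library (CecA1 in females), but a mean is set by the high lines, so few reads in the low lines stay open. Without the lines with female-specific transcripts in a male library, the variance fell by more than 1.5 times for 0 of the 5 genes. Reads shared between similar genes were not tested and stay open for LysE and CecA1, and so may a sequence variant that removes reads in one transcript form of one sex. With a pseudocount of 1 FPKM the variance was 0.522 for CG11034, 1.05 for Sgp, 0.936 for LysE, 0.586 for CecA1 and 0.788 for CG43134, so for the first 4 of these the size depends in part on low values. A genetic difference acting in one sex stays open as a hypothesis.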

How the results depend on the processing

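Alternatives chosen after seeing the data were those of the gene lists, the RpL39 covariate, the removal of lines with female-specific transcripts in a male library and the other density scale. Of 194 alternatives for summary results, 140 stayed within the spread or within 1.5 times the count, and 54 did not. Each count was judged by itself, and median-centring changed which sex had more genes, to 4738 female-higher and 4040 male-higher. Of 234 for single genes, 197 stayed within 1 SD or kept their call, 35 moved by more than 1 SD and 2 lost a call, with 0 changes of sign. Both lost calls were those of msl-2, at -0.95 with a pseudocount of 1 FPKM and -0.61 with median-centring.

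With no filter on low values, more features were tested. This gave 18884 sex-biased genes (4935 female-higher and 13949 male-higher), line variation in 17450 features in females and 22063 in males, 13719 interactions, median heritabilities of 0.140 and 0.231, and 3320 negative correlations with variant density in males. With a minimum mean of 2, 3504 genes were male-higher, median heritability was 0.579 in females and 0.560 in males, and the cross-sex correlation was 0.633. Without a minimum difference, 15180 genes were sex-biased (5888 and 9292), and with a minimum of 2 log2 units 4511 (1237 and 3274).

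Median-centring gave heritabilities of 0.589 and 0.560 and a cross-sex correlation of 0.569. The rank-based transform gave heritabilities of 0.529 and 0.480. Pearson correlation of line means gave 0.412. The RpL39 covariate gave 0.528 for heritability in males and 0.649 for the cross-sex correlation. The authors' line means gave 0 negative and 0 positive correlations with variant density in both sexes.

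Among co-expressed pairs, an absolute r of 0.7 left 74 in females and 134 in males, of which 81.1% of the female pairs were found in males. Spearman correlation gave 1097 female pairs and a shared share of 38.7%.

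For gene lists, the rank-based transform gave 0.835 and 0.813 for cytochrome P450 genes in females and males and 0.788 and 0.782 for glutathione S-transferase genes. Cytochrome P450 genes in males had 0.894 with median-centring, and glutathione S-transferase genes in females had 0.870 with a pseudocount of 1 FPKM. Ribosomal protein genes had 0.142 and 0.277 with median-centring and 0.0638 and 0.279 with the RpL39 covariate. The medians of these 3 lists stayed outside the range of random lists, on the same side, under each alternative run. Apart from the filters and minimum differences, which change the genes tested or called by construction, the cause was not tested.

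Leaving out a replicate gave 8873 to 9050 sex-biased genes. The cross-sex correlation was 0.691 to 0.705 and the shared share of pairs 58.4% to 62.3%. No test of line variation, heritability or interaction was possible with 1 library per line and sex, as no residual degrees of freedom remain.

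Same-numbered libraries did not deviate together in every line, so the numbers were not taken to pair them, although part of the shift between numbers was shared by the sexes (r of 0.557 over genes, which are not independent replicates). The correlation of female and male replicate differences over genes had a median of 0.0771 over lines, from -0.209 to 0.428, and was above 0.1 in 83 of 200 lines. As an alternative, the numbers were nonetheless used to pair female and male libraries for the sex difference and the interaction. That pairing gave 8964 sex-biased genes and 8897 interactions. It leaves each gene's mean difference unchanged and took the differences of a line as independent, so the 8964 is no check. With the replicate block, 10342 and 14082 genes with line variation were called. Median heritability was 0.597 in females and 0.548 in males, and 0.294 and 0.326 for ribosomal protein genes. The crossed replicate block gave a cross-sex correlation of 0.631.

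Genes of low level had lower heritability, and depth as the cause was not tested. At a mean log2 FPKM of 0 to under 2 the median heritability was 0.402 in females and 0.374 in males, below the medians of the next level. In 99 random exchanges of the sexes within lines, at most 2950 genes were called for a sex difference (12648 without the minimum difference of 1, against 15180 observed), and 1 of 100 splits, the real one, gave as many as observed, so chance was excluded. For line variation, random assignment of libraries to lines gave at most 40 calls in females and 25 in males, and again 1 of 100 splits reached the observed count in each sex.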

Other observations

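Tests chosen only after the result was seen were those of genotype and of shared handling for RpL39, of female RNA in the pool, of genotype for features at the floor, of the placement of lost genes, of variant density, of the authors' line means and of the ribosomal protein genes under the replicate block. The need for a permutation p below 0.05 for female RNA, and for a ratio per library for genomic DNA in males, was also added after the values were seen and made both readings more cautious. The genes and lines in this part were chosen after their values were seen.

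Replicate 1 and replicate 2 differed across lines for 7279 of 10501 genes in females and 6999 in males (adjusted p below 0.05, paired test over 200 lines), with median absolute shifts of 0.08 and 0.07 log2 units. In 100 random swaps of the numbers within lines, the real one included, 1 gave as many, which excludes chance. Sequencing depth as the cause would give lines with a shallower and a deeper replicate 1 opposite shifts, but these correlated positively over genes, with a lower value of 0.652 in females. A batch marked by RpL39, which no label names, would give opposite shifts in lines where replicate 1 alone and replicate 2 alone was low. The correlations were instead 0.122 in females, over 109 and 11 lines, and 0.0685 in males, over 113 and 9 lines. Both were below the 0.652 and 0.571 between lines with both libraries in one class and lines with replicate 1 alone low, so the batch may have a part in the shift. In lines with both libraries in one RpL39 class, 5418 genes still shifted in females and 4997 in males, which argues against it as the whole cause. A difference in time or handling between the replicates stays open and no label gives it.

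RpL39, a ribosomal protein gene, was low in 298 libraries, with a median of 2.94 log2 FPKM against 7.91 in the others, and 250 of the low libraries were of replicate 1. In 60.5% of replicate pairs the libraries fell in different classes, which argues against the line's genotype. The ratio of median depths was 1.14, against depth. Female and male libraries of one line and number fell in one class in 310 of 400 pairs, above the highest of 10000 shuffles (292), which is consistent with handling shared by these libraries. What was shared is not known.

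Ribosomal protein genes had low heritability. If the shift between replicates alone lowered it, the block would bring the list into the range of random lists. The list rose to 0.294 in females, below the range from 0.486 to 0.633, so the shift may explain part of the low value but not all of it.

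In 21 of 400 male libraries, from 20 lines, female-specific transcripts stood above 1% of the female level, with the highest share, 9.69%, in line 461 replicate 2. The median over male libraries was 0.0753%. In 9.52% of these libraries (2 of 21) the other replicate was above 1% as well. Both were those of line 461, with 9.69% and 2.81%. This argues against the line's genotype in the other lines and leaves it open in line 461. Female flies or female RNA in the pool would raise yolk protein genes (3 of 3 matched) and egg genes (16 of 16 matched) together. Their median shares were 3.17% and 3.38%, with a Spearman rho of 0.429 (permutation p = 0.0535, n = 21) and a median ratio of egg to yolk protein share of 1.10. The rho was taken only over libraries chosen for a high share, which narrows its range, so it decides nothing and the explanation stays open.

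Far fewer features were at the floor in 22 libraries, 7 female and 15 male, than in others of their sex. The lowest was line 21 male replicate 1 with 3.87%, against 28.9% in its other replicate. All 15 male and 6 of the 7 female libraries were of replicate 1, the exception being line 88, and line 774 was under the limit in both sexes. A difference in handling that goes with the replicate number was not tested and stays open. The median depth ratio was 1.27, within 1.5 times, and 0% of the other replicates were under the limit, which argue against depth and genotype. Genomic DNA would raise silent X genes by about 0.5 times the autosomal gain in males and by an equal gain in females. The ratio of the gains was 0.418 in males and 0.756 in females, where silent Y genes gained 0 FPKM. In males silent Y genes gained 0.0107 FPKM against 0.0747 on autosomes. All 7 female libraries showed a gain in the median silent autosomal gene, with ratios from 0 to 0.831 and a median of 0.806. Only 4 of the 15 male libraries showed a gain in the median silent autosomal gene, with ratios in these from 0 to 0.495 and a median of 0.236, so genomic DNA cannot be told apart from other sources of stray reads here.

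A gene was counted as lost where a line's mean lay at least 5 log2 units below the median line, so reads could remain. This had to hold in each sex in which the gene had a mean log2 FPKM of at least 2. Of 316 genes lost in a single line, 39 pairs lost in the same line lay within 20 genes of each other. At most 13 such pairs were found in 10000 shuffles, which argues against chance placement. Line 492 held 29 of these pairs. Without it, 10 pairs remained, against at most 7 in shuffles. In line 492 the 6 chorion genes of the list had median log2 FPKM of 0.06 and 4.61 in the female replicates, against 9.09 over other libraries, with a lowest other library of 7.05. The 3 vitelline membrane genes were at 2.13 and 4.36 against 6.94, with a lowest other library of 4.11, so replicate 2 was not below all others. The 7 oocyte genes were at 7.40 and 7.34 against 8.10, with a lowest other library of 7.0, and yolk protein genes at 12.34 and 12.19 against 11.71. No explanation was tested for line 492.

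In line 31, 7SLRNA:CR32864 lay between 11.68 and 12.19 log2 FPKM in the 4 libraries, while the highest of all other libraries was 9.51 and their median 4.49.

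Loss of reads with variants in alignment would make correlations with variant density mostly negative, and more so at high density. Among called genes of higher density, 60.4% were negative in females, against 56.9% at lower density, and in males 61.8% and 60%. This may come from alignment or from regulatory variants, and the test did not separate them.

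The authors' line means differed from plain means. Their slope on plain means had a median of 0.616 in the authors' deposited table for females and 0.599 for males. The highest absolute correlation of the authors' deposited table with variant density was 0.0578, while plain means of the same genes gave 1911 calls in females and 3247 in males. This is consistent with an adjustment for variant density, a hypothesis, as no label describes the step.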
